A study of Mus musculus with 9 samples. Its data were reported in "Dynamic Analysis of Gene Expression and Genome-wide Transcription Factor Binding during Lineage Specification of Multipotent Progenitors" (2013).

How the data were processed

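Total RNA (150 ng per sample) from sorted FDCPmix cells was labeled with Cy3 and hybridized to Agilent 4x44K whole mouse genome arrays, whose design is annotated to the mouse build mm8. There were 9 arrays, 3 each for cells transduced with empty vector, Gata2 shRNA or Pu.1 shRNA, and groups and replicate numbers were taken from the sample titles. The labels do not give the number of shRNA sequences used for each target.

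For each array the authors deposited the scanner output of Agilent Feature Extraction 10.1.1.1, whose intensity values include the processed signal (background-subtracted and detrended within the array, with small values replaced by a surrogate), the median signal of each spot and that of its local background. These intensities were not normalized between arrays. The authors also deposited 1 table of log2 values for the 9 arrays. Its processing is not stated in detail, but the values correlated with the log2 median signal of the same array at 0.997 or more and with the log2 processed signal at 0.980 or less, and the column medians spread over 0.046 at most. It therefore holds log2 signal without background subtraction, brought to nearly the same distribution on each array, and was used as an alternative only. The processed signal places weight on the background correction of dim spots, so changes of dim probes are less certain than those of bright ones.

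The main values were the log2 processed signal minus the 75th percentile of the array. Control spots were left out, spots with an outlier flag (47 to 96 per array) were treated as missing, and the spots of a probe were averaged on the log2 scale (245 probes had 10 spots each). A probe was tested when it was well above background on at least 3 of the 9 arrays, without regard to group, and had 2 or more values in every group. A probe with several spots counted as well above background when at least 50% of its spots did. Of 41174 probes, 36585 were tested. Array coverage and signal per array are given in the report, and the precision of the values is limited by the number of arrays.

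The files give a RefSeq or other accession for each probe and no gene name column was used. Accessions without their versions were matched to a RefSeq gene table of the assembly GRCm38.p6, which named 23374 of 41174 probes (16535 genes). Since that assembly is not the build of the array design, no coordinates are given. The remaining probes were tested and counted without a name. For a gene with several probes the one with the highest mean level over the 9 arrays was used, which gave 15808 genes.

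Probes were compared with limma 3.58.1 in R 4.3.3 (lmFit on group means over all 9 arrays, contrasts.fit and eBayes), with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05. All tests were two-sided. The comparisons were Gata2 KD against EV, Pu.1 KD against EV, Gata2 KD against Pu.1 KD and a moderated F test over the 3 groups. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 20 tests, with fry and an estimated correlation as alternatives. The 10 lists (reported myeloid, neutrophil granule, monocyte and macrophage, erythroid, megakaryocyte, mast cell and basophil, stem and progenitor, PU.1-associated, interferon response and cell cycle) were written from general knowledge, except that the reported myeloid list is the study's own.

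Where a probe was not well above background on any array of a group, its change is given as a lower bound. The bound is the mean of the brighter group minus the mean, over the arrays of the dimmer group, of the higher of the probe's own value and the lowest value among probes well above background on that array.

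The comparisons, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The genes named were chosen by a rule. They are Gata2, Spi1, Gata1 and the 7 myeloid genes that the study named, then the 5 genes with the largest rise and the 5 with the largest fall in each comparison against EV among called genes that were well above background on all arrays of both groups and whose groups did not overlap. To these were added 5 genes in each opposite pattern, ranked by the smaller of their absolute changes, and the 3 members with the largest change along each called list. The rule named the gene name column of the files, and symbols came from the RefSeq table in its place. Accession-like, clone and RIKEN names were passed over, and not every gene that the rule picks is used here.

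The alternatives were the replicate number as a block, the slide as a block, normexp background correction with an offset of 50, quantile normalization, scaling to the median, no filter on dim probes, a filter on all 9 arrays, outlier-flagged spots kept, eBayes with trend and robust settings, the deposited log2 values, only the groups compared in the fit, a change of at least 2-fold, a SAM test and each array left out in turn. Normexp was run on the median signal and the local background median, because the mean signal that had been planned was not used here. The mean Pearson correlation across probes of an array with the others of its group ranged from 0.962 to 0.988. The mean of all probes of a gene was tried for the targeted genes, the reported myeloid genes and the gene lists.

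Before use, the tests were checked on simulated arrays drawn from a normal distribution with the means and moderated spreads of the 36585 probes for Gata2 KD against EV, with 200 probes changed. At a log2 change of 2 limma recovered 163 of the 200 (81.5%) with 8 false calls, the F test recovered 159 and SAM 144. At a log2 change of 1 limma recovered 0 of the 200, so that a scattered change of that size was not detectable with this number of probes changed. Camera returned a p of 2.32e-11 for a set of 20 probes shifted by 0.5, and 2 of 99 unshifted sets had a p under 0.05. The simulated probes varied independently of one another, so this check does not cover lists of genes that vary together. The plots were drawn with matplotlib 3.10.9 in Python 3.11.15.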

Results

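FDCPmix is a mouse multipotent hematopoietic progenitor line that self-renews in culture and can differentiate along several blood lineages. The cells were transduced with lentivirus carrying shRNA (short hairpin RNA, which lowers the messenger RNA of its target) against Gata2 or against Pu.1, or with the empty vector (EV). Gata2 encodes the transcription factor GATA2, and Pu.1 is the common name of Spi1, which encodes the transcription factor PU.1. Viable GFP-positive cells were sorted 5 days after transduction and their total RNA was hybridized to single-color Agilent whole mouse genome arrays. There were 9 arrays in all, 3 for each of the EV, Gata2 knockdown (KD) and Pu.1 KD groups. Between 80.4% and 89.6% of the non-control spots on an array read well above background, the 75th percentile of the processed intensities lay between 452.5 and 598.9, and no spot was saturated. Of 41174 distinct probes, 36585 passed the filter on dim probes and were tested. With 3 arrays in each group, the number of arrays limits the precision of every value, and levels are given as log2 intensity relative to the 75th percentile of the same array, as mean ± SD (n = 3).

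The 9 arrays came from 3 slides, and each slide held 1 array of each group. The first principal component of the tested probes carried 36.5% of the variance, of which 78.4% lay between slides and 6.6% between groups. The second carried 28.4% of the variance, of which 98.7% lay between groups. Slide therefore did not coincide with group. It was fitted as a block in an alternative to the probe comparisons, the F test and the camera tests of gene lists against EV. EV replicate 3 was the array least like the others, with a mean Pearson correlation across probes of 0.960 with the other arrays. The remaining arrays had means of at least 0.971.

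**Figure D1:**
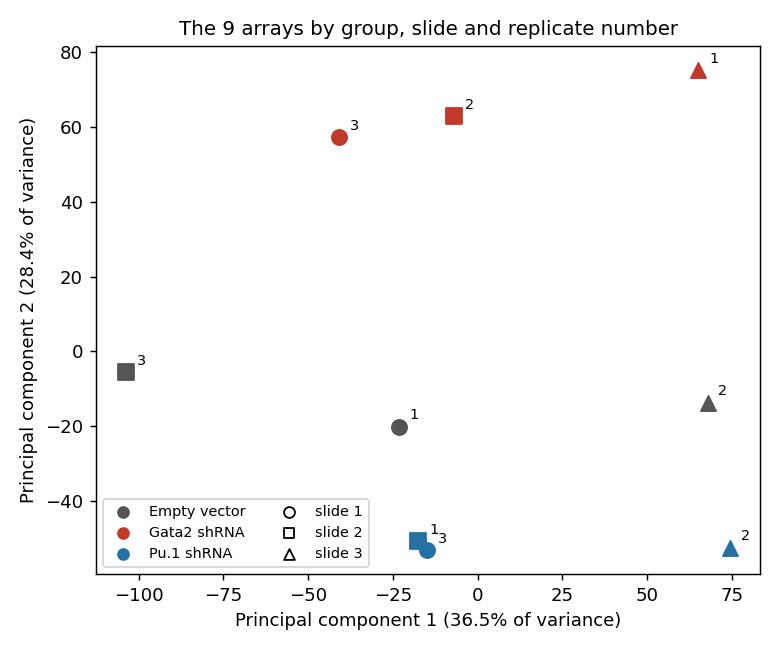
Position of each of the 9 arrays on principal components 1 and 2 of the tested probes (36.5% and 28.4% of the variance), with color for the group, marker shape for the slide and the replicate number beside each point. The groups separate along the second component, and the arrays of slide 3 lie together at the right of the first.

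The targeted genes were examined first, because they show whether each knockdown took effect. The Gata2 probe with the highest mean level read 4.80 ± 0.27 in EV and 3.19 ± 0.36 in Gata2 KD, a log2 change of -1.61 with an SE of 0.23 and an adjusted p of 0.00414. Its level was lower in 3 of 3 Gata2 KD arrays than in any EV array, and within the slides the difference ranged from -1.91 to -1.43. The other Gata2 probe tested gave a change of -1.80 (adjusted p 0.000616). The Spi1 probe read -1.86 ± 0.21 in EV and -3.59 ± 0.06 in Pu.1 KD, a log2 change of -1.73 with an SE of 0.16 and an adjusted p of 0.00178, and the difference within the slides ranged from -1.86 to -1.54. Normexp background correction moved a targeted gene most, bringing the change of Spi1 in Pu.1 KD to -1, and both targeted genes stayed past the threshold under the 21 alternatives tried for each.

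The study asked whether GATA2 represses Pu.1 in these cells, by modeling, quantitative RT-PCR after each knockdown and chromatin immunoprecipitation of GATA2. From the last it proposes that GATA2 may act directly at the Pu.1 promoter. It also reported more cells with the myeloid surface marker Gr-1 after Gata2 KD and fewer after Pu.1 KD. Each array read a whole sorted population, so changes here may partly reflect a different mixture of cells. Spi1 was higher in Gata2 KD than in EV by 1.39 on the log2 scale with an SE of 0.16 (2.62-fold, adjusted p 0.0012), with a level of -0.47 ± 0.17, and it was higher in the Gata2 KD array of each of the 3 slides. Over the alternatives this change ranged from 1.12 to 1.49 and the adjusted p from 9.13e-05 to 0.0141. In the other direction, the level of Gata2 in Pu.1 KD was 4.65 ± 0.19, a change of -0.15 with an SE of 0.23 that did not pass the threshold (adjusted p 0.964). This difference was smaller than the SD among the EV arrays, and a direct test between the knockdowns found Gata2 lower in Gata2 KD than in Pu.1 KD by a log2 change of -1.46 (adjusted p 0.00406). Gata1, which encodes the erythroid factor GATA1, fell by 1.08 in Gata2 KD (adjusted p 0.0128, from 0.00206 to 0.0771 over 20 alternatives). This call was lost with scaling to the median, without Gata2 KD replicate 1 (adjusted p 0.0537) and without Gata2 KD replicate 3 (0.0509). In Pu.1 KD Gata1 changed by 0.42, which was not called (adjusted p 0.435), and the difference between the knockdowns was -1.50 (adjusted p 0.00136).

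**Figure D2:**
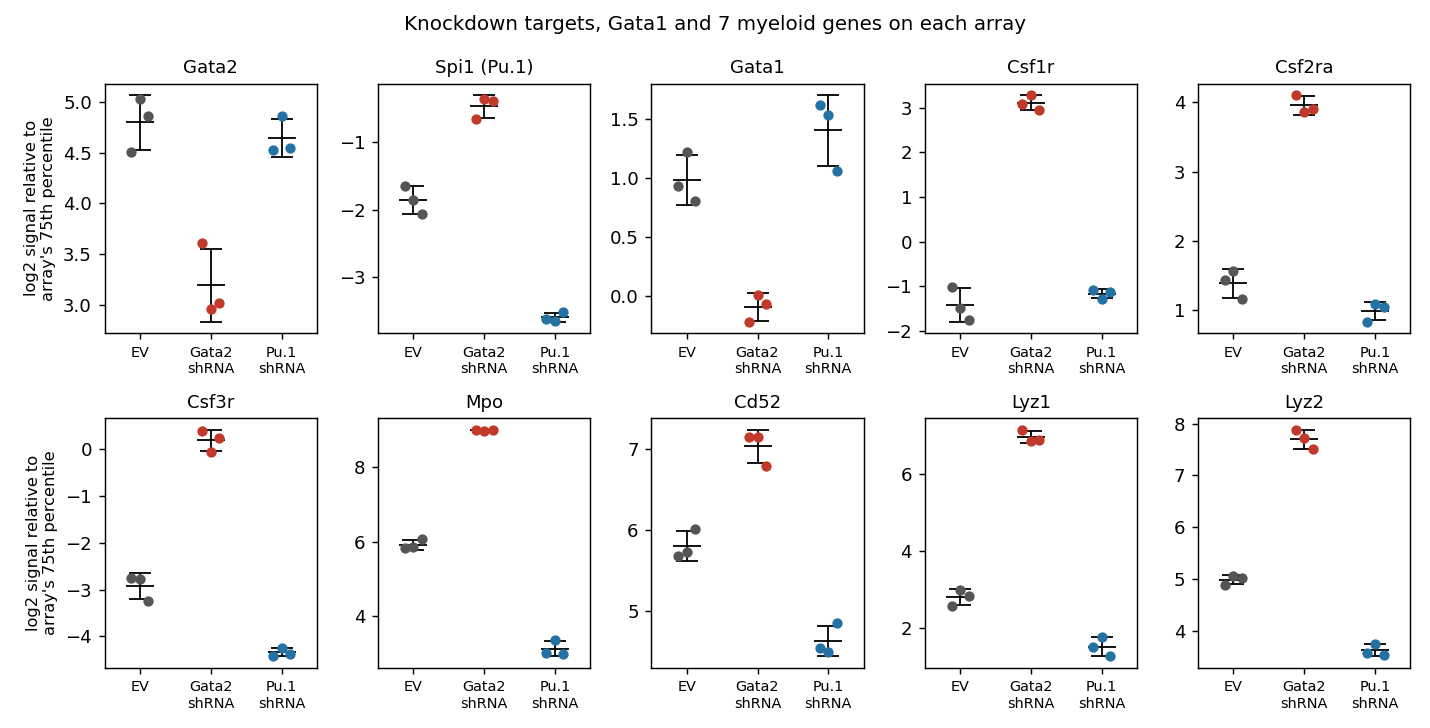
Log2 signal relative to the array's 75th percentile for Gata2, Spi1 (Pu.1), Gata1 and the 7 myeloid genes that the study named, with 1 point per array, a horizontal bar for the group mean and error bars for the SD (n = 3). Each panel has its own scale. Gata2 sits at 3.19 in Gata2 KD against 4.80 in EV, and Spi1 at -0.47 in Gata2 KD and -3.59 in Pu.1 KD against -1.86 in EV.

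Gata2 KD changed 1902 of the 36585 probes against EV at an adjusted p under 0.05. Of these 1084 were higher, covering 708 named genes, and 818 were lower, covering 511. With slide as a block the count rose to 2886. Leaving out Gata2 KD replicate 2 lowered it to 1070 and leaving out Gata2 KD replicate 3 to 1232. Scaling each array to its median in place of its 75th percentile gave 839 higher and 364 lower probes. The changes were unequal in size, as 285 probes rose and 51 fell by at least 4-fold. The values of the 3 Gata2 KD arrays did not overlap those of the 3 EV arrays for 6791 probes (18.6% of those tested, where 10% would fall apart this way by chance).

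All of the 7 myeloid genes that the study named from these arrays were higher in Gata2 KD, whether adjusted over all probes or adjusted over the list alone, and the count was 7 under each alternative that recomputed it (SAM and the 2-fold minimum were run for the counts of probes alone). Because the study chose these genes on the same samples, they are not independent evidence. The changes ranged from 1.22 for Cd52 to 4.53 for Csf1r. Csf2ra rose by 2.57, Lyz2 by 2.71, Mpo by 3.08, Csf3r by 3.11 and Lyz1 by 4.18. The highest adjusted p among the 7 was 0.00448, for Cd52. Lyz1 and Lyz2 are paralogs, and a probe for either could have captured transcripts of both. Csf1r had 3 tested probes. The brightest and a further one rose, by 4.53 and 3.28, while the third changed by 0.53 and was not called (adjusted p 0.513). Among the genes with several tested probes and a called probe of highest level in Gata2 KD, 446 of 467 other probes (95.5%) changed in the same direction, 213 of them were also called in that direction and 0 were called in the opposite one.

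Outside the genes fixed in advance, the largest rises in Gata2 KD among genes measurable on every array of both groups were those of Ctss (6.13), Trem2 (6.13), Bcl2a1b (5.39), Ifitm6 (5.17) and Cd74 (5.13). The largest falls were those of Akr1c18 (-4.05), Il1rl1 (-3.21), Fcer1a (-2.96), Gna14 (-2.68) and Spink2 (-2.59). The highest adjusted p among these 10 genes was 0.00037, and each was higher or lower in 3 of 3 Gata2 KD arrays.

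Pu.1 KD changed 986 probes against EV, 465 higher (265 named genes) and 521 lower (379 named genes). This count depended on the arrays and on the fit more than that of Gata2 KD. It rose to 1875 with slide as a block, 1785 with the deposited log2 values and 1575 with the trend and robust settings. It was 223 when only the EV and Pu.1 KD arrays were fitted, 278 without Pu.1 KD replicate 1, 350 without Pu.1 KD replicate 3, 362 without Pu.1 KD replicate 2, 451 without EV replicate 2, 524 without EV replicate 1 and 577 without Gata2 KD replicate 2. By at least 4-fold, 15 probes rose and 47 fell. The largest rises were those of Vat1l (3.90), Clca3a1 (3.89), Clca3a2 (3.55), Marcks (2.83) and Gem (2.34), and the largest falls those of Ms4a6b (-3.16), Ms4a3 (-3.06), Fcgr1 (-3.03), Lilra6 (-2.96) and Calml4 (-2.90). The highest adjusted p among these 10 genes was 0.00415. Clca3a1 and Clca3a2 are paralogs, and whether their probes tell them apart was not tested.

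Of the 7 myeloid genes, 5 were called lower in Pu.1 KD over all probes and 6 when adjusted over the list alone. Mpo fell by 2.81, Csf3r by 1.42, Lyz2 by 1.37, Lyz1 by 1.29 and Cd52 by 1.18. The calls of Lyz1, Cd52 and Csf3r were lost under 4, 4 and 3 of 20 alternatives. Among these were leaving out Pu.1 KD replicate 1, with adjusted p values of 0.0575 for Lyz1 and 0.0651 for Cd52, and leaving out Pu.1 KD replicate 2, with 0.0582 for Cd52. Csf2ra changed by -0.40 (adjusted p 0.331) and Csf1r by 0.25 (adjusted p 0.812), and neither was called over all probes.

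Compared directly, Gata2 KD and Pu.1 KD differed at 3524 probes, of which 1778 were higher and 1746 lower in Gata2 KD. Without Gata2 KD replicate 2 the count was 2207. An F test over the 3 groups called 3298 probes, and without Gata2 KD replicate 2 it called 1970.

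The study looked for a myeloid program after Gata2 KD and, among genes that rise during neutrophil differentiation, marked those raised by Gata2 KD and lowered by Pu.1 KD. Here all tested probes were compared, without regard to neutrophil differentiation. Of 387 probes called in both comparisons against EV, 275 (71.1%) changed in opposite directions. These comprised 178 probes raised in Gata2 KD and lowered in Pu.1 KD (134 named genes) and 97 with the reverse pattern (73 named genes). The remaining 112 changed in the same direction, 49 higher and 63 lower in both. The count of 275 fell to 114 without Pu.1 KD replicate 1, 131 without replicate 2 and 135 without replicate 3 of the same group, to 154 and 155 without EV replicates 2 and 1, and to 156 without Gata2 KD replicate 2. The count of 112 was less stable, falling to 28, 41 and 37 without Pu.1 KD replicates 1, 2 and 3, to 64 and 45 without EV replicates 1 and 2, and to 72, 46 and 57 without Gata2 KD replicates 1, 2 and 3. Probes raised in Gata2 KD made up 34.2% of those lowered in Pu.1 KD, against 2.96% of all probes tested. Overlap in the same direction also exceeded the share among all probes, as probes lowered in Gata2 KD made up 12.1% of those lowered in Pu.1 KD, against 2.24% of all probes tested, and probes raised in Gata2 KD 10.5% of those raised in Pu.1 KD. Both comparisons share the EV arrays, so in simulated arrays with no effect their changes correlate across probes at 0.50 (0.484 to 0.517 over 100 simulations). At most 0 probes were called in both over 20 such simulations. With no effect, calls in either comparison are rare by construction. That count therefore cannot show whether noise of the shared EV arrays adds to the overlap in the same direction. The observed Pearson correlation across probes was 0.08, lower than any simulated value, and it was 0.3 without EV replicate 1 and 0.344 without EV replicate 2. The share of probes that changed with the same sign in both comparisons was 64%, against a simulated mean of 66.7%. A simulated correlation of 0.50 is the value for equal spread in the 3 groups. In the dimmest of 3 sets of probes the median SD was 0.628 in EV, 0.393 in Gata2 KD and 0.362 in Pu.1 KD. The simulated values are therefore only a rough reference. Probes are not independent replicates, and no p was computed from these correlations.

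The genes raised in Gata2 KD and lowered in Pu.1 KD with the largest smaller change were Mpo, Stfa2l1, Anxa3, Trem3 and S100a9. Their rises in Gata2 KD ranged from 2.56 for Anxa3 to 3.59 for Trem3, and their changes in Pu.1 KD from -2.81 for Mpo to -2.29 for S100a9. The corresponding genes lowered in Gata2 KD and raised in Pu.1 KD were Vat1l, Crip2, Calca, Sparc and Aqp1, with changes in Gata2 KD from -2.12 for Calca to -1.63 for Aqp1 and in Pu.1 KD from 1.496 for Aqp1 to 3.90 for Vat1l. The call of Aqp1 was lost under 10 of 20 alternatives in Pu.1 KD (adjusted p up to 0.123), among them leaving out any 1 Pu.1 KD array, and under 4 in Gata2 KD (up to 0.0653). That of Stfa2l1 in Pu.1 KD was lost without Pu.1 KD replicate 1 (adjusted p 0.0592) and without Pu.1 KD replicate 3 (0.0539).

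**Figure D3:**
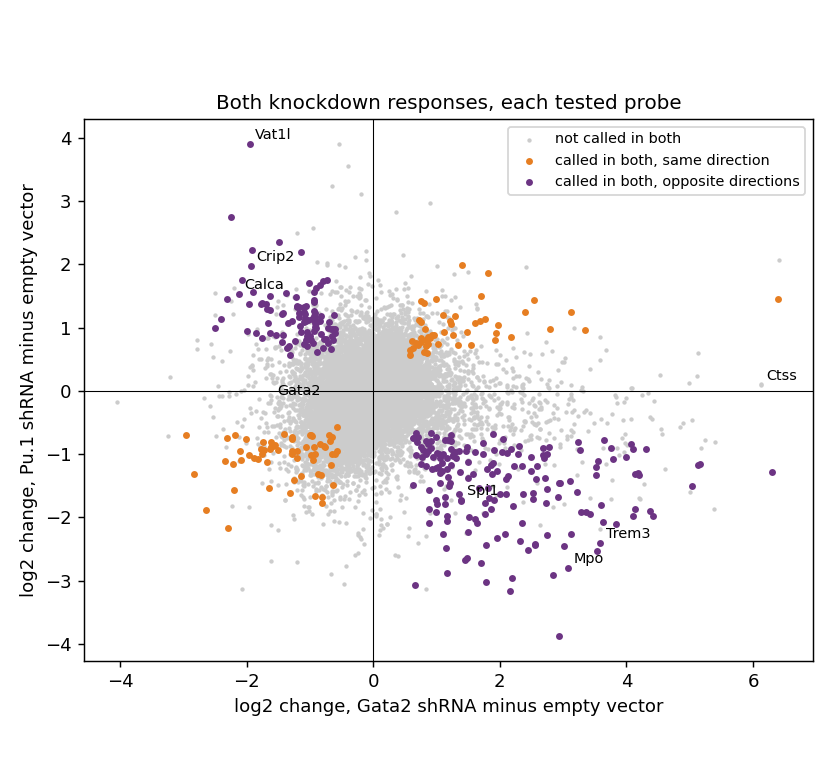
Log2 change in Gata2 KD (horizontal axis) against log2 change in Pu.1 KD (vertical axis), each against EV, for the 36585 tested probes, with the probes called in both comparisons colored by whether they changed in the same direction. The 275 probes changed in opposite directions lie in the upper left and lower right, and the 112 changed in the same direction in the upper right and lower left.

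The 10 gene lists were tested as sets with camera, over both comparisons against EV (20 tests adjusted together). In Gata2 KD 7 lists were called. The neutrophil granule list rose by a median of 2.92 over 25 genes (adjusted p 2.09e-39), with 22 members called higher over all probes and 23 adjusted over the list alone. The monocyte and macrophage list rose by a median of 2.11 over 17 genes (adjusted p 2.25e-20), with 11 members called higher and 12 adjusted over the list alone. The list of PU.1-associated genes rose by a median of 1.14 over 29 genes (adjusted p 1.39e-26), with 18 members called higher and 1 lower (20 and 1 adjusted over the list alone). It shared 6 genes with the monocyte and macrophage list, 3 with the reported myeloid list and 2 with the neutrophil granule list. The reported myeloid list rose by a median of 3.08 (adjusted p 3.24e-19). The interferon response list rose by a median of 1.44 over 22 genes (adjusted p 3.23e-22), with 21 members higher, 15 of them called over all probes. Adjusted over the list alone, 19 were called higher and 1 lower. Falls were found for the mast cell and basophil list, with a median of -0.96 over 18 genes (adjusted p 5.6e-13, 12 members called lower, and 13 lower and 1 higher adjusted over the list alone), and for the erythroid list, with a median of -0.42 over 21 genes (adjusted p 0.000937, 5 members called lower and 7 adjusted over the list alone). The megakaryocyte list (median 0.20, adjusted p 0.174) and the stem and progenitor list (median -0.19, adjusted p 0.573) were not called as sets. Their members changed in both directions, with 4 megakaryocyte members called higher and 3 lower. Of the stem and progenitor list 4 members were called higher and 4 lower. The cell cycle list (median -0.17, adjusted p 0.0633) was not called either. The cell cycle list was called lower under normexp (adjusted p 0.0145), the trend and robust settings (0.0369) and the deposited log2 values (0.0457), and without EV replicate 1 (0.00851) or Gata2 KD replicate 1 (0.00652).

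In Pu.1 KD 7 lists were called as well. Medians were lower for the neutrophil granule list (-0.91, adjusted p 7.64e-17), the monocyte and macrophage list (-0.52, adjusted p 1.03e-07), the PU.1-associated list (-0.42, adjusted p 1.23e-10) and the reported myeloid list (-1.29, adjusted p 1.77e-08). They were higher for the megakaryocyte list (0.71 over 13 genes, adjusted p 4.81e-08), the erythroid list (0.24, adjusted p 2.28e-05) and the interferon response list (0.22, adjusted p 0.00945). Over all probes, 12 neutrophil granule members were called lower (18 adjusted over the list alone), 4 of the monocyte and macrophage list (10), 10 of the PU.1-associated list (14, with 1 higher), and 5 erythroid members were called higher (6). Of the megakaryocyte list 5 were called higher and 1 lower (10 and 1 adjusted over the list alone). Of the interferon response list 2 members were called higher and 1 lower (6 and 2 adjusted over the list alone). The mast cell and basophil list was not called (adjusted p 0.683), and its median of -0.23 and mean of 0.01 differed in sign. Its members changed in both directions, 3 called higher and 4 lower (5 and 8 adjusted over the list alone). The stem and progenitor list was not called either (adjusted p 0.903), with a median of -0.15 and a mean of -0.045 although camera ranked it upward. The cell cycle list, not called, had a median of -0.09 (adjusted p 0.289), and it was called lower without EV replicate 1 (0.0379) or Pu.1 KD replicate 2 (0.0124). The call of the interferon response list was lost under normexp (adjusted p 0.0526) and for probes well above background on all 9 arrays (0.0517).

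With the correlation between genes estimated from the data, 6 of the 7 calls in Gata2 KD held, the erythroid list being the exception (adjusted p 0.135). In Pu.1 KD 4 held, those of the megakaryocyte, neutrophil granule, PU.1-associated and reported myeloid lists. Under fry the 7 calls in Gata2 KD held and the megakaryocyte list was added (adjusted p 0.0295), while in Pu.1 KD 6 of the 7 held and the interferon response list did not (adjusted p 0.235). A direct test between the knockdowns found higher medians in Gata2 KD for the neutrophil granule (3.77), monocyte and macrophage (3.25), PU.1-associated (2.38), reported myeloid (4.27) and interferon response (1.39) lists, and lower ones for the mast cell and basophil (-1.18) and erythroid (-0.44) lists. Each of these 7 differences held with the estimated correlation, where the highest adjusted p was 0.0404, for the erythroid list. The difference for the megakaryocyte list (-0.53) was called by fry (adjusted p 0.00159) and not by camera (0.084), and those for the stem and progenitor (-0.08) and cell cycle (-0.10) lists were called by neither.

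In Gata2 KD the neutrophil granule list was led by Hp (5.11), Mmp8 (5.04) and Lcn2 (4.32), the mast cell and basophil list by Il1rl1, Fcer1a and Cpa3 (-2.49), and the erythroid list by Klf1 (-1.77), Kel (-1.14) and Car2 (-0.98, a call lost under 6 of 20 alternatives, among them leaving out EV replicate 2 or Gata2 KD replicate 2 or 3, with an adjusted p of up to 0.102). The call of Kel in Gata2 KD was lost with scaling to the median (adjusted p 0.0653). The PU.1-associated list was led by Ctss, Sirpa (4.85) and Csf1r. The monocyte and macrophage list was led by Ctss and Irf8 (4.38). Mrc1, named by its fitted change, was not well above background on any EV array and was at least 6.86-fold higher in Gata2 KD, so its rank in the list is not established. In the interferon response list Oasl2 and Cxcl10 were not well above background on any EV array and were at least 41.5-fold and 33.2-fold higher in Gata2 KD, and Oas2, measured on 2 of 3 EV arrays, rose by 4.54.

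In Pu.1 KD the lowered lists were led by Ms4a3, Stfa2l1 and S100a9 (neutrophil granule), Fcgr1, Fcgr3 (-2.71) and Klf4 (-1.32, a call lost under 12 of 20 alternatives) for the monocyte and macrophage list, and Fcgr1, Fcgr3 and Pirb (-2.64) for the PU.1-associated list. Of the megakaryocyte list, Pf4 rose by 1.62 and Clec1b by 1.10 (a call lost under 12 of 20 alternatives). The call of Pf4 was lost without Pu.1 KD replicate 1 (adjusted p 0.0649) or 2 (0.0575). The erythroid list was led by Kel (2.20), Tspan33 (1.19) and Car2 (1.14), and the calls of Tspan33 and Car2 were lost under 4 and 8 of 20 alternatives. Among these were leaving out Pu.1 KD replicate 1 or 2 for Tspan33 (adjusted p up to 0.0649), and any 1 Pu.1 KD array or EV replicate 1 or 3 for Car2 (up to 0.0878). For the interferon response list, Oasl2 was at least 2.05-fold higher in Pu.1 KD than in EV but was not called (adjusted p 0.0616, called under 4 of 19 alternatives, among them leaving out EV replicate 3, with 0.00396). Cxcl10 was well above background on 1 of 3 Pu.1 KD arrays and on 0 of 3 EV arrays, so no fold is given, and its call (adjusted p 0.02) was lost under 9 of 19 alternatives, among them leaving out any 1 Pu.1 KD array (up to 0.0693). Zbp1 rose by 0.96 (adjusted p 0.0488), a call lost under 12 of 20 alternatives. The calls lost in 12 settings, those of Klf4, Clec1b and Zbp1, were each lost when any of the 3 Pu.1 KD arrays was left out, with adjusted p values of up to 0.123, 0.148 and 0.173.

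**Figure D4:**
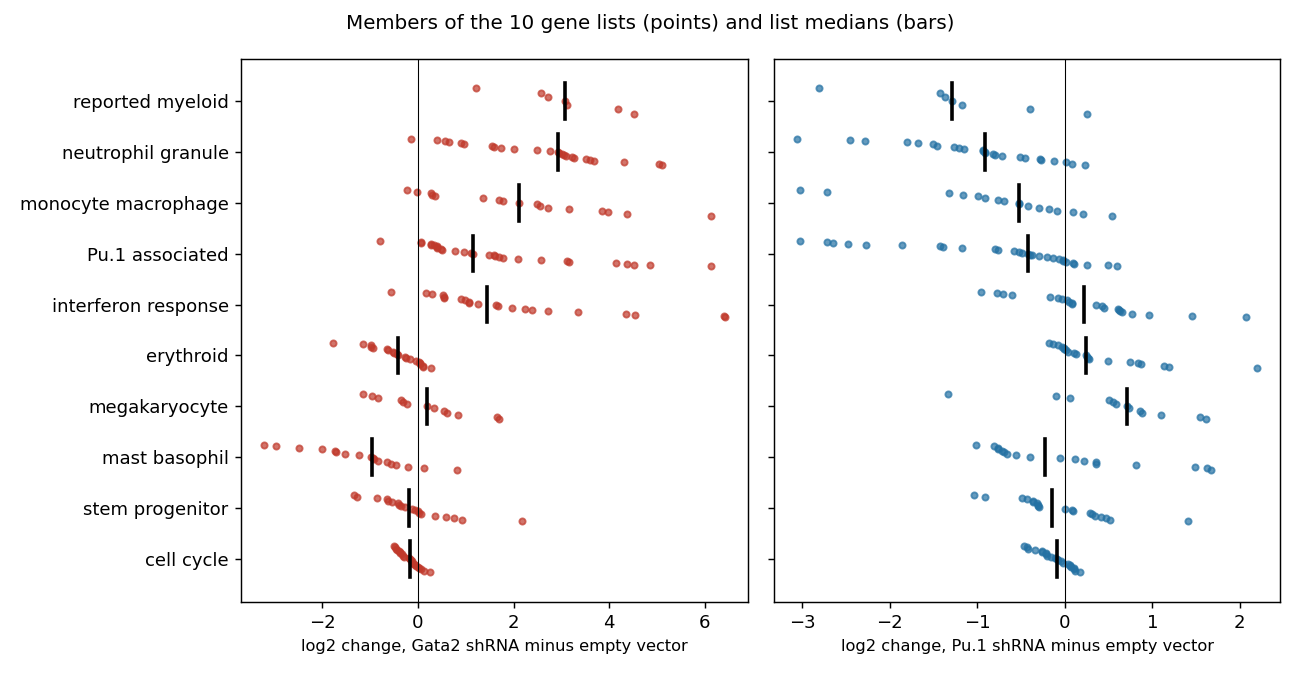
Log2 change of each tested member (points) of the 10 gene lists in Gata2 KD (left) and Pu.1 KD (right) against EV, with a vertical bar at each list's median and a separate horizontal scale in each panel. The neutrophil granule median is 2.92 in Gata2 KD and -0.91 in Pu.1 KD, and the interferon response median 1.44 and 0.22, and members not well above background in EV are drawn at their fitted change.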

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

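Among the alternatives, the form of the SAM test was chosen after seeing the data. The planned pooled estimate of its false discovery rate counts the real order of the arrays and its mirror among the 20 label orders and cannot fall below 0.1, so the median number of false calls over the orders was used in its place. It gave 1617 probes for Gata2 KD, 894 for Pu.1 KD and 3931 between the knockdowns, each within 1.5 times the count reported.

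The levels of Gata2 and Spi1 in both knockdowns kept their direction and their side of the threshold under the 21 alternatives tried for each. Gata2 in Gata2 KD ranged from -1.82 to -1.49, Spi1 in Gata2 KD from 1.12 to 1.49, Spi1 in Pu.1 KD from -1.84 to -1 and Gata2 in Pu.1 KD from -0.30 to -0.03. The count of 7 myeloid genes higher in Gata2 KD was the same under each alternative that recomputed it, which SAM and the 2-fold minimum did not. For the other genes named, 1450 of the recomputed values kept their direction and their side of the threshold, whether past it or not, 97 kept their direction and lost a call, 4 gained one and 0 reversed. The list calls were least stable in Pu.1 KD, where camera with an estimated correlation gave 4 in place of 7, and the cause was not tested.

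The counts of called probes moved by more than 1.5 times in several settings. Replicates with the same number did not deviate together, with correlations of deviations from -0.552 to 0.652 over 9 pairs (mean 0.011), so the numbers were not taken to pair the arrays. With the number as a replicate block the counts were 1172 for Gata2 KD, 234 for Pu.1 KD, 2028 for the F test and 102 in opposite directions. Arrays of one slide did deviate together (mean 0.447, from -0.041 to 0.719), and with slide as a block the counts rose to 2886 for Gata2 KD (1887 of the original 1902 among them), 1875 for Pu.1 KD (978 of 986), 4996 for the F test (3284 of 3298) and 472 in opposite directions. Scaling to the median gave 1203 for Gata2 KD, 377 for Pu.1 KD, 2259 between the knockdowns, 2056 for the F test and 134 in opposite directions, and the cause was not tested. In Pu.1 KD the trend and robust settings gave 1575 (938 of the original 986 among them) and the deposited log2 values 1785 (898 of them), with 435 in opposite directions under the latter, and the cause was not tested. Fitting only the groups compared gave 1114 for Gata2 KD and 223 for Pu.1 KD but 3477 for the direct comparison. The EV arrays varied more within their group. In the dimmest of 3 sets of probes the median SD was 0.628 in EV, 0.393 in Gata2 KD and 0.362 in Pu.1 KD. In the brightest set it was 0.185, 0.168 and 0.163. The fit over all 9 arrays uses 1 spread for all groups, so the main counts against EV rest on equal spread. How much of the drop comes from this was not tested. A minimum of 2-fold left 1097, 523 and 1883 for Gata2 KD, Pu.1 KD and their direct comparison, by construction.

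The 112 probes changed in the same direction moved further than those in opposite directions, to 14 with the replicate block, 30 with scaling to the median, 249 with the deposited log2 values and 269 with slide as a block.

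The correlation of the responses of 0.08 was close to 0 and changed sign with the processing. It was -0.031 under normexp, -0.004 for probes well above background on all 9 arrays, -0.039 with the deposited log2 values and -0.264 with no EV array shared. It was 0.23 without a filter on dim probes and 0.311 as a Spearman correlation. The shared EV arrays raise it by construction. With none shared, the responses take their EV arrays from different slides, so differences between slides enter with opposite signs and lower it by construction, and no value without an effect was computed for this case. The cause of the other shifts was not tested.

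Leaving out 1 array at a time gave 1070 to 1704 probes for Gata2 KD, 278 to 825 for Pu.1 KD, 2207 to 3945 between the knockdowns, 1970 to 3381 for the F test, 114 to 217 in opposite directions and correlations of 0.034 to 0.344. The lowest counts for Gata2 KD, the direct comparison and the F test came without Gata2 KD replicate 2, and those for Pu.1 KD and the opposite directions without Pu.1 KD replicate 1. Both knockdowns kept 7 or 8 called lists. Signal over background limits the dim genes, and Mrc1, Oasl2 and Cxcl10 have only a bound in EV.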

Other observations

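Both the splits of arrays for the 3 pairwise counts of probes and the splits within slides were chosen after the results were seen. So were both tests on the interferon response list. Slide as a block was among the alternatives fixed before the data were examined. Using its F test to judge a signal shared by the arrays of a slide was chosen after the results were seen. The negative control spots were chosen after the values by brightness were seen, as was their comparison with dim probes on the other arrays.

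Other splits of the arrays show what grouping by chance can give. A comparison of 3 arrays with 3 has 10 splits, so the share can never fall below 0.1 and chance cannot be excluded on this ground alone for any pairwise count. The real split alone gave as many probes (1 of 10 splits) for Gata2 KD, for Pu.1 KD and for the direct comparison, and as many of the 7 myeloid genes (1 of 10). Gene lists were less sharp. In Gata2 KD 5 of the 10 splits gave 7 or more lists, with a highest of 8, while in Pu.1 KD 1 of 10 did. A mixed split still carries part of the difference between groups, so this count does not describe arrays without an effect. For the F test over the 3 groups, 3 of 100 splits drawn from 280 gave at least 3298 probes, and for the probes changed in opposite directions 1 of 100 drawn from 840 gave at least 275. For the F test the other splits among the 3 gave more probes than the real groups, 5678 and 5603. Each of these put together 5 of the 9 pairs of arrays that share a slide, against a mean of 2.28 over the 100 splits and 0 for the real groups, so they partly follow the slide. Among the 36 splits that keep 1 array of each slide in every group, 1 of 36 gave at least 3298 probes in the F test (the highest other 1137), and 1 of 100 drawn from 108 with a named control group gave at least 275 in opposite directions. These splits within slides exclude chance for the F test and for the opposite directions, in the sense of labels unrelated to the values.

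The slide carried as large a signal as the groups. Grouping the 9 arrays by slide in place of treatment, a split that follows a batch, called 7868 probes in the F test against 3298 for the real groups, while grouping by replicate number called 0 (limma, with 1725 at an unadjusted p under 0.05). A signal shared by the arrays of a slide is thus present. As a cause of the group differences it is argued against by the balanced layout and by the F test with slide as a block, which called 4996 probes. With the probes split by mean level into 3 sets of 12195, noise in dim probes near background is argued against as its source, because the mean correlation of deviations within a slide was 0.478 in the brightest set, 0.568 in the middle one and 0.324 in the dimmest. Each slide held 1 array of each group, so hybridization and cells prepared or labeled together would leave the same pattern. Which of these applies was not tested, and no biological explanation was tested for it.

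EV replicate 3 departed from the other EV arrays mostly among dim probes, by a median of 0.665 (log2) in the dimmest of 3 sets of 12195 probes, 0.169 in the middle one and 0.064 in the brightest. It was not alone in this, as EV replicate 2 lay lower than the other EV arrays by a median of -0.734 in the dimmest set. The scaling to the 75th percentile holds the bright probes near 0, so these medians alone do not locate the cause. A higher background may be the source, but the values go both ways. The negative control spots of that array, which have no mouse target, were brighter relative to its 75th percentile by 1.017 than on the other EV arrays, the largest rise among the 9 arrays. EV replicate 1 gave -0.986 on this measure, with a shift of its dimmest set of 0.004. Its reference includes EV replicate 3, so part of this value restates the excess of EV replicate 3. Relative to the 75th percentile the spots read -8.493 in EV replicate 1, -7.857 in EV replicate 2 and -7.157 in EV replicate 3. Over the 8 other arrays the control spots and the dimmest set moved in the same direction on 1, an EV array. For the EV arrays this comparison also includes EV replicate 3. On every knockdown array they moved in opposite directions, so there brightness of the control spots did not track the shift of dim probes. In EV replicate 3 the median raw signal of these spots was 47 against 27 to 31 on the others. The local background around these spots was 20 there against 19 to 25, so the excess lay on the spots. The raw signal varied little among the other arrays, which leaves a higher background on this array open. Without that array the median change of all tested probes moved from -0.092 to -0.002 in Gata2 KD and from -0.041 to 0.042 in Pu.1 KD, and the Gata2 KD count was 1704. Without EV replicate 2 these medians moved the other way, to -0.187 and -0.14. Dim genes that appear slightly lower in both knockdowns could therefore partly reflect the spread among the EV arrays. Whether the cells of this replicate also differed was not tested.

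The rise of interferon response genes in Gata2 KD lies outside the myeloid genes that the study discussed. An innate response to lentiviral shRNA shared by both knockdowns is argued against as the whole cause, since the list was higher in Gata2 KD than in Pu.1 KD by a median of 1.387 (camera adjusted p 3.93e-16, and 0.0157 with an estimated correlation). Its median change in Pu.1 KD was 0.22, or 0.102 with EV raised to the background floor for the 2 members that were not well above background there. The list also did not follow the genes that PU.1 held up in the control cells. Over the 17 members well above background on every EV and Pu.1 KD array the median change in Pu.1 KD was 0.353, with 1 called higher and 1 called lower, whereas over 41 such neutrophil granule and monocyte members it was -0.818, with 16 called lower (difference of medians 1.171, permutation test of 100000 resamples, two-sided p 1e-05, the smallest these can give, with genes not independent replicates). What stays open is a response to the Gata2 shRNA construct or its dose of virus, which is confounded with the loss of Gata2 in this design. Also open are a maturing macrophage state that brings interferon genes without needing PU.1 in the control cells, and an effect of raised PU.1. Spi1 rose by 1.39 in Gata2 KD, and lowering PU.1 below its level in control cells cannot test that effect. A different shRNA sequence against Gata2 could separate the response to the construct.

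Most probes raised by Gata2 KD were not called lower in Pu.1 KD. Levels in EV too low to show a fall are argued against as the whole cause. All tested probes were ranked by level in EV into 3 equal sets. Called falls made up 9.3% of the 215 raised probes in the dimmest set, 13.9% of 397 in the middle one and 21.8% of 472 in the brightest. Among the other probes of these sets they made up 0.2%, 0.8% and 2%. The share rose with the level among raised and other probes alike, so dimness may hide part of the falls. Most raised probes lacked a called fall even where EV was bright. Falls of any size made up 65.7% in the brightest set against 53.5% of the other probes, and 61.2% against 51.4% in the middle one. In the dimmest set the order was reversed, at 62.3% against 63.5%. The shared EV arrays pull both changes in the same direction, and 3 arrays per group leave moderate falls uncalled, so the part of the Gata2 KD response that does not depend on PU.1 in control cells cannot be sized here.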
